# A multi-omics dataset of heat-shock response in the yeast RNA binding protein Mip6

**DOI:** 10.1038/s41597-020-0412-z

**Published:** 2020-02-27

**Authors:** Carme Nuño-Cabanes, Manuel Ugidos, Sonia Tarazona, Manuel Martín-Expósito, Alberto Ferrer, Susana Rodríguez-Navarro, Ana Conesa

**Keywords:** Data integration, Metabolomics, Epigenetics

## Abstract

Gene expression is a biological process regulated at different molecular levels, including chromatin accessibility, transcription, and RNA maturation and transport. In addition, these regulatory mechanisms have strong links with cellular metabolism. Here we present a multi-omics dataset that captures different aspects of this multi-layered process in yeast. We obtained RNA-seq, metabolomics, and H4K12ac ChIP-seq data for wild-type and *mip6*Δ strains during a heat-shock time course. Mip6 is an RNA-binding protein that contributes to RNA export during environmental stress and is informative of the contribution of post-transcriptional regulation to control cellular adaptations to environmental changes. The experiment was performed in quadruplicate, and the different omics measurements were obtained from the same biological samples, which facilitates the integration and analysis of data using covariance-based methods. We validate our dataset by showing that ChIP-seq, RNA-seq and metabolomics signals recapitulate existing knowledge about the response of ribosomal genes and the contribution of trehalose metabolism to heat stress. Raw data, processed data and preprocessing scripts are made available.

## Abstract (summary)

**Table:** 

Measurement(s)	RNA • metabolite • histone_modification • epigenetic status
Technology Type(s)	RNA sequencing • nuclear magnetic resonance spectroscopy • ChIP-seq
Factor Type(s)	environmental stress • duration of heat shock • wild type vs Mip6 mutant strain
Sample Characteristic - Organism	Saccharomyces cerevisiae

Machine-accessible metadata file describing the reported data: 10.6084/m9.figshare.11836743

## Background & Summary

Eukaryotic gene expression is a complex process in which the information coded in genes is transformed into functions that support living cells. This process comprises different interconnected steps, which occur in separate compartments and are performed by specific molecular components^1,2^. One of the earlier steps consists of setting up the appropriate epigenetic modifications to allow the expression or repression of specific gene programs^3,4^. These modifications take place mostly on DNA and histones, ensuring access to the proper transcriptional machinery. The specific set of modifications across the genome regulates the final synthesis of the mRNA^5^. These newly synthetized RNA molecules are extensively modified prior to their export to the cytoplasm, where they can be degraded by the mRNA decay machinery, stored in specific foci or translated into proteins^6,7^. Throughout this journey, RNA molecules are guided by RNA-binding proteins that control their fate^7–9^. Finally, the encoded protein products participate in numerous processes, including cellular metabolism where organic compounds are transformed and/or stored. A number of these compounds, such as Acetyl-CoA, glucose or methyl groups, participate, in turn, in chromatin modifications that regulate gene expression.

Our current understanding of transcriptional regulation was largely established using yeast as a model organism. Yeast is an ideal research model for transcriptome research because they exhibit most of the cellular complexity present in eukaryotes and have relatively compact, accessible genomes. However, while the interconnected transcriptional circuit has been studied and accepted by many yeast labs^2,10–15^, these studies usually target aspects of the transcriptional regulation and produce separate results that contribute to the overall transcriptional model. Moreover, different strains, experimental conditions and batches are used by different labs and there are few examples of experimental datasets where all these layers have been measured on exactly the same samples. This poses challenges to the mathematical integration of the data, as methods that rely on the analysis of co-variation patterns will have application restrictions. When the multi-layered data are obtained on the same samples, additional analysis opportunities arise that facilitate the establishment of relationships across regulatory mechanisms.

In this Data Descriptor, we present a yeast multi-omics dataset that features three basic layers of the transcriptional circuit, measured in the same set of samples. These include one epigenetic modification - H4K12ac, a mark for active promoters-, gene expression -RNA-seq- and targeted metabolomics. Moreover, data are obtained for both WT and a *mip6Δ* mutant, in control and heat-shock induced conditions. Mip6 is an RNA-binding protein that participates in RNA export under stress^16^ and consequently is informative of the contribution of post-transcriptional regulation to the adaptation of RNA levels to environmental changes. Taken together, the selection of yeast strains, growth conditions and omics experiments, creates a unique dataset to study the cross-talk between epigenetic, transcriptional and metabolic regulation in response to environmental cues. The availability of multi-omics data on the same set of samples will facilitate the application of powerful statistical approaches that fully leverage paired measurements to propose quantitative regulatory models. A subset of this collection, namely gene expression data for 20 genes that are regulated by stress transcriptional factors Msn2/4, has been published elsewhere^16^.

## Methods

### Experimental design

Figure 1 illustrates the experimental desing of our dataset. Panel A describes the strategy to manage sampling and the time-course nature of our experiment. A single, 330 mL culture (either for WT or *mip6*Δ strains) was grown at 30 °C until the exponential phase (OD = 0.7), and this culture was subsequently split across three flasks. One flask was maintained at 30 °C and labeled as time point 0. The other two flasks were incubated at 39 °C for 20 minutes and 120 minutes, respectively, by adding preheated media to rapidly increase the temperature to 39 °C. These last two flasks capture the heat-shock response, while the 30 °C flask serves as a control representing non-stress conditions. The rationale for having two flasks for the 39 °C temperature instead of a single flask sampled at two different time points was to avoid introducing effects related to culture volume. Panel B describes how samples were obtained for omics measuments. Basically, for each of the flasks described above three aliquotes were extracted for RNA-seq, NMR metabolomics, and ChIP-seq analyses. Therefore, the three omics assays were performed on the same cell culture. RNA-seq and NMR aliquotes were obtained first, and the remaining culture was treated to induce cross-linking before collecting the ChIP-seq aliquote. After aliquoting, each tube was inmediatelly frozen and stored at −80 °C.

**Fig. 1:**
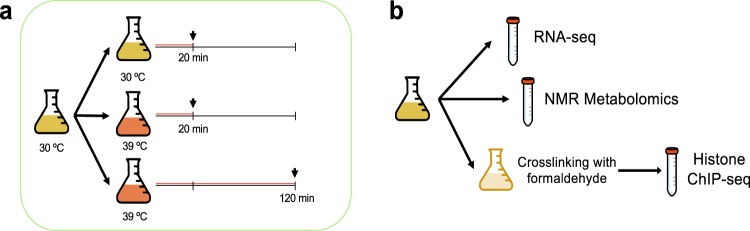
Experimental design and sample management. (**a**) Treatment strategy. For each strain and replicate, a yeast culture flask was grown at 30 °C until the exponential phase, then split into three flasks, each of them receiving a different treatment. (**b**) Sampling strategy. From the same treatment flask, aliquots were collected for RNA-seq, metabolomics and ChIP-seq.

The process described in Fig. 1 was repeated 4 times to generate four biological replicates. However, due to sample management limitations these 4 replicates were created on two different days. Specifically, biological replicates 1 and 2 were obtained in day 1, and replicates 3 and 4 were obtained in day 2.

### Acquisition and preprocessing of multi-omics data

#### RNA-seq

Total RNA was isolated by hot acid phenol extraction. RNA integrity was checked with Bioanalyzer (Agilent) and then submitted to a commercial sequencing facility (Macrogen Corea). Sequencing was done with Illumina using the TruSeq protocol. Between 50–60 million reads of 100 bp paired data were obtained from each sample. Raw sequencing data quality was checked by fastQC and good overall quality (Fig. 2a) was observed in all cases. No trimming was deemed necessary. Reads were mapped to the yeast saccer3 genome with Tophat2^17^ and genes were quantified with HTSEQ^18^, *intersection-option*. Supplementary Table S1 shows the number of reads, mapping rate and number of reads in genes for all samples, revealing uniform quantities across the dataset.

**Fig. 2:**
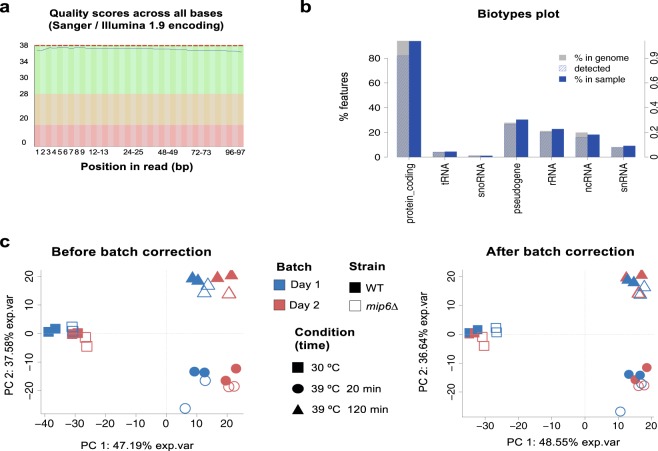
RNA-seq data preprocessing. (**a**) Example of base quality scores across all reads obtained by fastQC analysis, showing uniform read quality. (**b**) Biotype plot of NOISeq package, which indicates that the vast majority of detected features are protein-coding genes. (**c**) Batch effect correction. PCA score plots are represented. The left panel shows raw data where a day-of-culture batch effect is observed. The right plot shows the corrected data where this batch effect has been removed.

The NOISeq^19^ R package was used to perform the quality control of count data. We observed most of reads mapped onto protein-coding genes (>80%), as expected (Fig. 2b). Counts were normalized via TMM^20^ and a low count filtering was applied with the NOISeq *cpm* method (with cpm = 1). Principal Component Analysis (PCA) indicated a slight batch effect for the day of culture growth (Fig. 2c left) that was removed by ARSyN^21^ (Fig. 2c right). In total, we obtained gene expression values for 6,379 genes.

#### Metabolomics

Metabolomics measurements were performed on an NMR platform as described in^22^. Basically, metabolites were extracted via chloroform–methanol extraction and the spectra of cell extract samples were recorded on a Bruker AVII-500 using a TCI cryoprobe with spinning at 3,500 Hz. Spectra were processed using Topspin2.16 software (Bruker GmbH, Karlsruhe, Germany). Metabolite identification and assignment were performed with the help of the Human Metabolome Database and 2D NMR experiments. Signal peaks of spectra were normalized considering that the sum of peak areas across all metabolites was constant for every sample, and values for each metabolite were given as a fraction of the total area. A total of 45 compounds were detected, that included 5 sugars, 17 amino-acids, 4 alcohols, 3 vitamin-derivated compounds, 5 carboxylic acids, and other compounds (CMP, NAD, Glutathione, ATP and GMP), plus 3 unidentified metabolites (Table 1). Raw data were log2 transformed and compounds with non-positive measure across all samples were removed, as they were considered to be below reliable detection limit. PCA analysis indicated a small batch effect (Fig. 3a), that was removed by ARSyN (Fig. 3b).

**Table 1:** Metabolites measured by NMR in control and 20′ heat-shock.

		Relative metabolite concentration*			
		WT		*mip6∆*	
Name	Class	30 °C	39 °C 20′	30 °C	39 °C 20′
Acetate	carboxylic acid	66.55	34.73	72.47	63.91
Alanine	amino-acid	30.46	52.78	31.48	51.51
Arginine	amino-acid	20.18	19.45	21.39	19.15
Asparagine	amino-acid	4.37	3.72	4.23	3.67
Aspartic acid	amino-acid	12.00	12.94	12.72	14.04
Glucose	sugar	2.80	2.01	2.55	2.39
Citrate	carboxylic acid	1.32	2.29	1.85	2.67
Ethanol	alcohol	40.55	45.87	45.59	35.47
Fructose 1,6-biphosphate	sugar	2.56	1.08	1.88	1.81
Galactitol	alcohol	6.34	7.29	6.37	5.30
Glutamic acid	amino-acid	69.42	75.83	72.25	68.85
Glutamine	amino-acid	4.90	5.78	5.44	5.11
Glutathione	other	5.02	6.60	4.19	4.15
Glycerol	alcohol	11.10	4.02	10.25	7.20
Glycine	amino-acid	17.21	16.21	20.93	20.01
Glycerophosphocholine	alcohol	27.13	43.10	30.96	37.31
Histidine	amino-acid	3.54	3.84	3.41	3.70
Isoleucine	amino-acid	4.79	4.05	5.59	4.15
Lactate	carboxylic acid	11.21	12.60	12.97	18.25
Leucine	amino-acid	5.73	6.59	5.42	4.61
Lysine	amino-acid	69.70	67.99	70.65	65.10
Myo-inositol	vitamin-derivated	2.24	1.08	1.64	1.79
NAD	other	2.51	1.77	2.45	1.91
Phenylalanine	amino-acid	5.11	5.32	5.39	5.66
Proline	amino-acid	2.57	1.43	1.46	1.68
Serine	amino-acid	2.51	7.54	2.66	5.41
Succinate	carboxylic acid	2.51	1.09	3.17	1.47
Thiamine derivate 1	vitamin-derivated	1.00	1.00	1.01	0.99
Thiamine derivate 2	vitamin-derivated	2.76	2.69	2.59	2.30
Trehalose	sugar	1.11	8.51	1.12	6.15
UDP-glucose	sugar	1.69	1.48	1.96	1.00
Valine	amino-acid	6.69	6.86	7.35	5.90
Beta-D glucoronic acid	carboxylic acid	2.63	2.45	2.77	2.96
Alpha-glucose	sugar	N.D.	N.D.	N.D.	N.D.
ATP	other	N.D.	N.D.	N.D.	N.D.
CMP/CTP	other	N.D.	N.D.	N.D.	N.D.
GMP	other	N.D.	N.D.	N.D.	N.D.
Trypthphane	amino-acid	N.D.	N.D.	N.D.	N.D.
Tyrosine	amino-acid	N.D.	N.D.	N.D.	N.D.
UDP-derivative 1	other	N.D.	N.D.	N.D.	N.D.
UDP-derivative 2	other	N.D.	N.D.	N.D.	N.D.
UDP-derivative 3	other	N.D.	N.D.	N.D.	N.D.

Metabolites measured in this study.

*Average value of four replicates; N..D.: not detected.

**Fig. 3:**
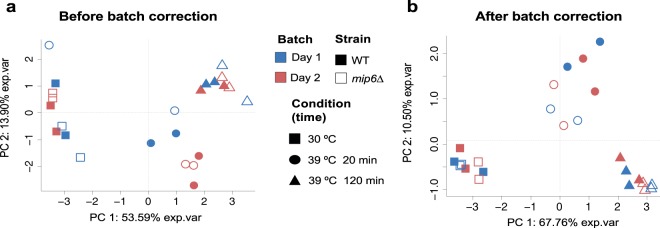
Batch effect correction of metabolomics data. PCA score plots are represented. (**a**) Raw data shows a slight day of culture batch effect for the 20 min 39 °C condition. (**b**) Batch effect corrected data.

#### ChIP-seq

For ChIP-seq samples, chromatin immunoprecipitation was performed as previously described^23^. After cross-linking the cultures for 20 minutes at room temperature with 1% formaldehyde (Sigma), they were quenched with 125 mM glycine for 15 minutes. Subsequently, the cells were collected by centrifugation, split in two aliquots (one for each ChIP) and washed with 25 mL of cold Tris-saline buffer (20 mM Tris-HCl, 150 mM NaCl, pH 7.5) three times. The pellets were frozen in liquid nitrogen and stored at −80 °C until further processing. Cells were disrupted by adding 300 µL of lysis buffer (50 mM HEPES-KOH at pH 7.5, 1 mM EDTA, 140 mM NaCl, 1 mM PMSF and protease inhibitors) and 200 µL of glass beads and vortexing for 13 minutes at 4 °C. The cell extracts were sonicated for 30 minutes in a Bioruptor sonicator (Diagenode) at high intensity using 30 seconds on/30 second off cycles in a 4 °C water bath. The cellular lysate was clarified by centrifugation at 12,000 rpm for 10 minutes at 4 °C and the whole supernatant was used for immunoprecipitation by incubating with magnetic beads (Dynabeads, Invitrogen) bound to anti-histone H4 (Abcam) or anti-histone H4K12ac (Active Motif) antibody for 2 hours at 4 °C. Beads were subsequently washed twice with lysis buffer, twice with lysis buffer supplemented with 360 mM NaCl, twice with wash buffer (10 mM Tris-HCl, pH 8.0, 250 mM LiCl, 125 mM Nadeoxycholol, 1 mM EDTA and 0.5% NP-40), and once with TE buffer. Samples were eluted by adding 50 µL of elution buffer (50 mM Tris-HCl, pH 8, 10 mM EDTA, 1% SDS) to the beads and incubating for 10 min at 65 °C. This step was repeated twice. The samples were incubated overnight at 65 °C to reverse the cross-linking and then incubated with 100 µg/250 µl of proteinase K (Ambion) for 1.5 h at 45 °C. DNA was isolated by phenol extraction. This DNA was sent to Macrogen Corea for sequencing.

Sequencing was done following the Illumina TruSeq protocol. Around 20 million 50 bp reads were obtained for each sample. Note that two ChIP-seq data files were obtained for each sample: H4 and H4K12ac. H4 files contain the reads after purification of total H4 histone and H4K12ac files contain the data associated to acetylation of Lysine 12. Raw sequencing data quality was checked by fastQC and good overall quality (Fig. 4a) was observed in all cases. Trimming of Illumina adapters was performed using Cutadapt^24^. Reads were mapped to the yeast saccer3 genome with Bowtie2^25^. Supplementary Tables S2 and S3 summarize sequencing performance in terms of number of reads and mapping rate for H4 and H4K12ac samples, respectively.

**Fig. 4:**
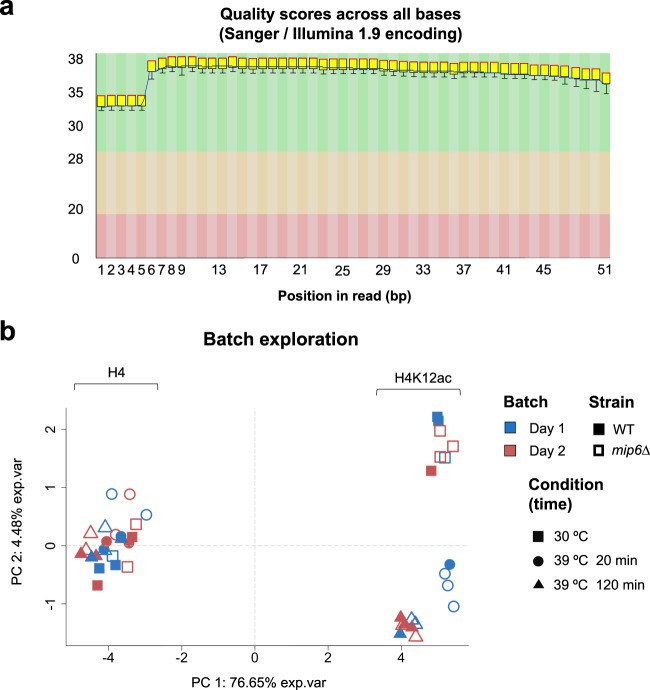
ChIP-seq data preprocessing. (**a**) Example of base quality scores across all reads obtained by fastQC analysis. (**b**) PCA of H4 and H4K12ac data. The first PC indicates the type of ChIP-seq assay, while the second PC reflects the heat treatment in the H4K12ac samples. No batch effect is observed.

H4 sample of mip6.39.0 was discarded as it showed poor sequencing performance. Macs2 software^26^ was used to call Histone 4 acetylation peaks on the H4K12ac samples alone. Next, a consensus file was generated by merging peaks across all samples using the *merge* command from bedtools software^27^ with default parameters. These consensus regions were used to map back reads of all samples, including H4 samples. 

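The authors deposited this consensus as 1 list of regions for all H4K12ac libraries together, with the start and end of each region and no height, p-value or sample. It therefore has no replicates, and no strain or time point can be set against another within it. The list holds 1970 regions on the 16 nuclear chromosomes of the saccer3 genome. Their length ranged from 504 to 25822 bp, with a median of 2835 bp and quartiles of 1829 and 4851 bp. Neighbouring regions lay at least 229 bp apart, with a median distance of 1617 bp. Together the regions covered 7458691 of the 12071326 bp of the nuclear genome, or 61.8%. Chromosome I had the lowest covered share, 48.6%, and chromosome V the highest, 65.5%. The longest region lies on chromosome III from 102804 to 128625 and overlaps 19 protein-coding genes, from GBP2 to SAT4. The next in length lie on chromosome V from 143424 to 168419, over 16 protein-coding genes, and on chromosome XIV from 475546 to 495186, over 14. Because bedtools merge joins peaks that overlap in any library, a region can be longer than the peak of any single library.

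**Figure D1:**
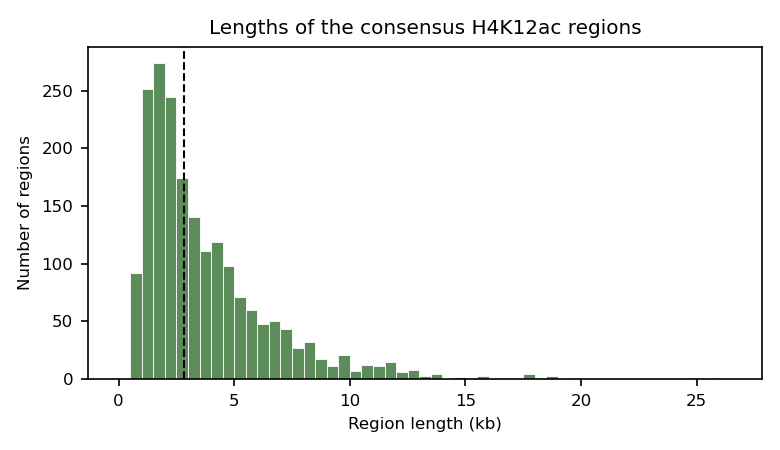
Lengths of the consensus H4K12ac regions in kb (x axis) and the number of regions of each length (y axis, bins of 500 bp). The dashed line marks the median of 2835 bp, and 99 regions are 9721 bp or longer.

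**Figure D2:**
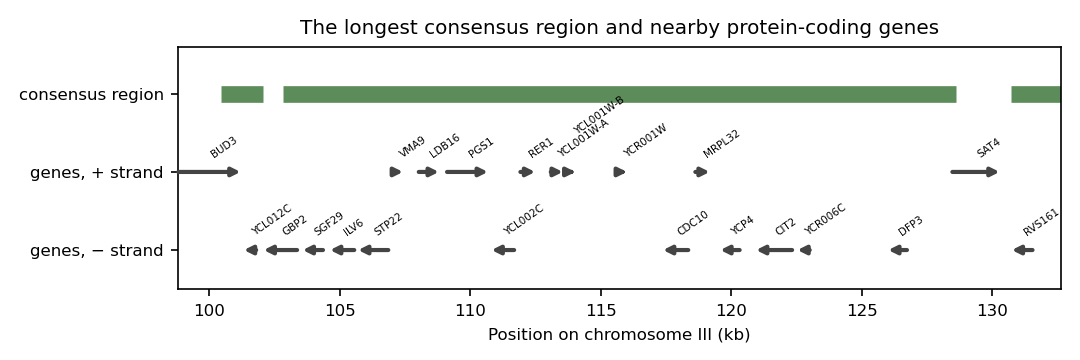
Map of the longest consensus region on chromosome III. Green bars are consensus regions, and arrows are annotated protein-coding genes on either strand, pointing in the direction of transcription. The region spans 25822 bp and overlaps 19 protein-coding genes.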

Peaks were quantified with HTSEQ^18^, *intersection-option*. NOISeq^19^, R package was used to perform a quality control of count data. Moreover, coverage per base was obtained for both, H4 and H4K12ac samples, using the *genomecov* command from bedtools^26^.

## Data Records

### Raw data

The yeast WT and *mip6*Δ heat-shock multi-omics data have been deposited in different public repositories^28,29^. Table 2 shows a list of the current hosting of raw data files.

**Table 2:** Public repositories hosting the yeast Mip6 data.

Dataset	Database and accession
mRNA-seq	GEO, GSE135568^28^
ChIP-seq	GEO, GSE135568^28^
Metabolomics	MetaboLights, MTBLS1320^29^

Additionally, processed data are also accessible from the Figshare repository, with 10.6084/m9.figshare.c.4716677 ^30^.

## Technical validation

### Validation of dataset replicability

In order to assess replicability, pairwise scatter plots were obtained for RNA-seq data (Fig. 5a), metabolomics data (Fig. 5b) and ChIP-seq data (Fig. 5c,d). Only WT strain replicates are shown as *mip6*Δ strain data behaved similarly. Replicates were highly and equally correlated with each other, and no experimental outliers were detected.

**Fig. 5:**
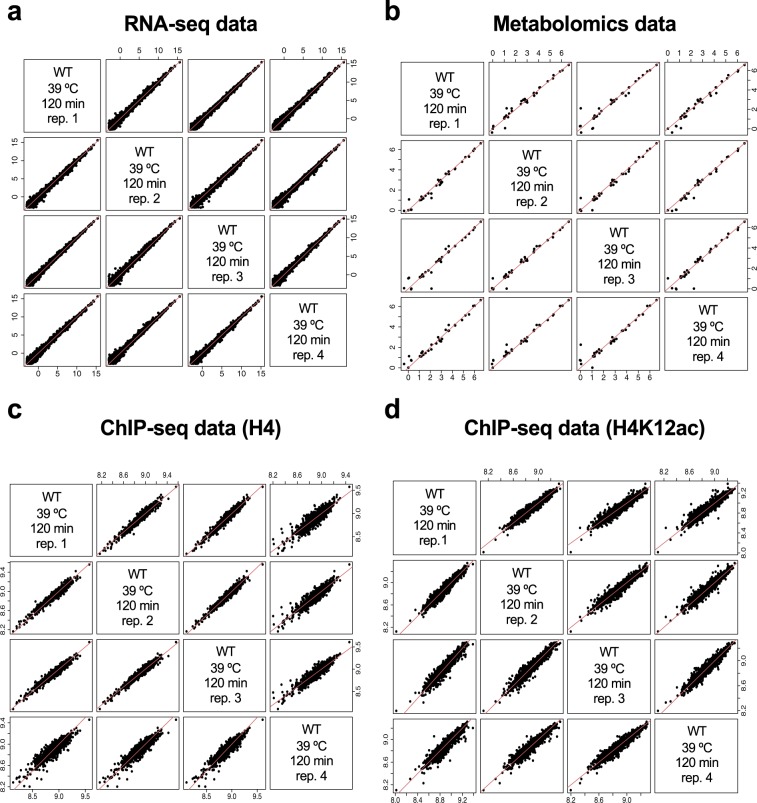
Replicability of processed data. Wild type 39 °C 120 minutes sample is selected as an example. Log2 transformed data are shown. (**a**) RNA-seq. (**b**) Metabolomics. (**c**) ChIP-seq (H4). (**d**) ChIP-seq (H4K12ac). Red diagonal line indicates perfect correlation between samples.

### Validation of biological consistency

Translational repression upon heat-shock occurs in most eukaryotes^31,32^, and it is well known that ribosomal genes rapidly shut down after heat treatment. Moreover, previous studies assessing the impact of heat-shock on yeast cells revealed a protective effect for trehalose^33,34^. We evaluated whether this effect was corroborated by our data.

First, we analyzed ribosomal data. As expected, we found a general down regulation of both ribosomal protein genes (RP genes, Fig. 6a, left panel) and ribosomal biosynthesis genes (RiBi genes, Fig. 6a, right panel) upon a heat treatment at 39 °C. This response was similar for WT and *mip6*Δ strains. The strongest effect was observed after 20 minutes of heat (blue bars), and recovery was observed for all genes after 120 minutes (orange bars). The drastic downregulation of several RP genes after 20 minutes at 39 °C was further validated in independent experiments by q-PCR (Fig. 6b).

**Fig. 6:**
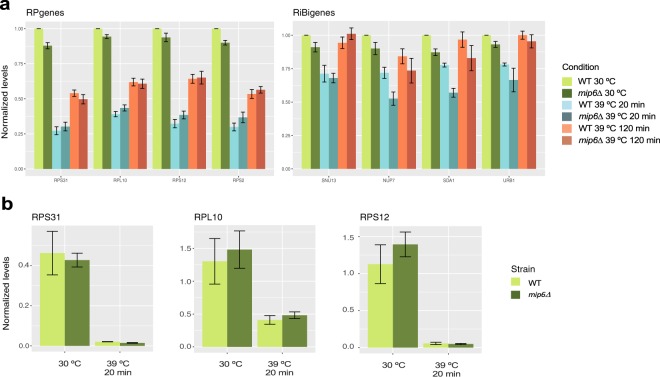
RP and RiBi gene expression levels during heat-shock response. (**a**) Expression levels of RP and RiBi genes (left and right panel, respectively) calculated from RNA-seq at different time-points of the heat-shock. WT and *mip6Δ* samples are depicted in lighter and darker colors, respectively. Each bar represents the mean of four biological replicates with the standard error of the mean (s.e.m.) shown as error bars. All values were normalized to the value of the WT at 30 °C. (**b**) Validation of the RNA-seq experiment results by RT-qPCR from samples incubated under 30 °C and 39 °C for 20 minutes. Each bar represents the mean of three biological replicates with s.e.m. shown as error bars. Values were calculated using the ΔΔCt method.

It is well stablished that histone modifications modulate gene expression programs^35^. Among other modifications, histone acetylation is considered as a key player in the epigenetic control of gene expression and is associated with transcriptionally active genes^36^. Moreover, a significant deacetylation of H4 was observed after a one hour heat-shock of HeLa cells, being histone H4K12ac affected^37^. To evaluate our ChIP-seq data in relation to heat-shock we first analyzed the composite profile across all genes for the H4K12ac marker (Fig. 7a). 

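H4K12ac is histone H4 acetylated at lysine 12, and its ChIP-seq libraries were made from WT cells and from cells lacking MIP6 (mip6Δ), kept at 30 °C or moved to 39 °C for 20 or 120 min. The sample labels and Supplementary Table S3 both list 19 H4K12ac libraries. WT cells had 3 libraries at 30 °C, 1 after 20 min and 4 after 120 min at 39 °C, and mip6Δ cells had 4, 3 and 4. The paper describes 4 biological replicates. Supplementary Table S3 gives the condition of each library without a replicate number, so depth is given by condition. WT libraries had a median of 18.8 M reads at 30 °C (17.9 to 27.9), 20.6 M in the single library after 20 min, and 26.8 M after 120 min (19.7 to 30.3). mip6Δ libraries had a median of 28.1 M reads at 30 °C (21.9 to 30.0), 27.9 M after 20 min (14.2 to 31.5) and 29.7 M after 120 min (18.0 to 98.6). Over all libraries the median was 27.2 M reads, where the paper states around 20 M, and 23.6 M were mapped. The mapped share was between 83.2 and 93.4%. The deepest library, from mip6Δ cells after 120 min, held 17.6% of all mapped H4K12ac reads, 3.67 times the median. The authors trimmed the reads with Cutadapt, mapped them with Bowtie2, called peaks with Macs2 and merged the peaks of all libraries. A deeper library can give more and wider peaks, and the merged regions do not show which library each came from. The values here were computed from the merged regions and from the reference annotation of 6002 nuclear protein-coding genes, in which the gene start is the start of the coding sequence. This start was used as the TSS and the gene end as the TTS.

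**Figure D3:**
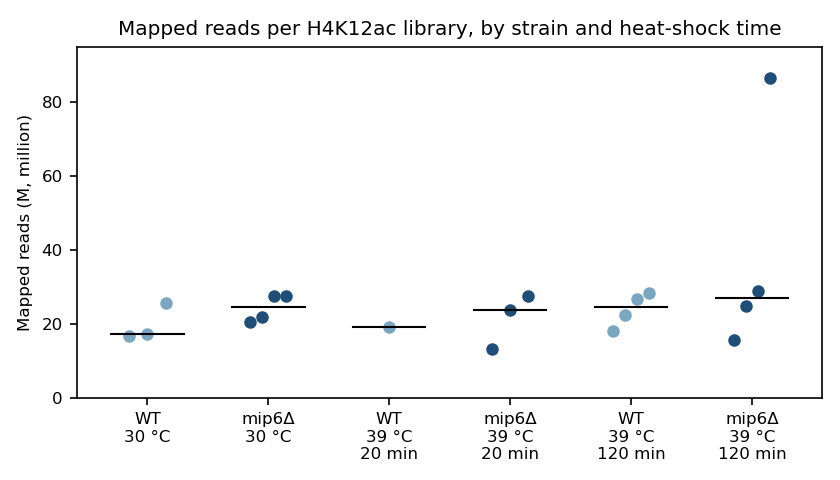
Mapped reads in M (y axis) of each H4K12ac library, by strain and time at 39 °C (x axis). Each point is 1 library, light for WT and dark for mip6Δ, and each line is the median of its condition. The deepest library had 86.6 M mapped reads, and the next 28898337.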

In agreement with its role in transcriptional activation, we found a general enrichment of H4K12ac at the Transcription Start Site (TSS) of genes, and, as expected for the heat-shock response, we found consistently lower levels for all 39 °C samples. Moreover, we found a significant reduction of H4K12 acetylation at the TSS of RB genes after 20 minutes of heat-shock (Kolmogorov-Smirnov test *p*.value < 1e-10, Fig. 7b, blue lines), which agrees with the strong down regulation of their expression at this time point (Fig. 6a, blue lines). 

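A consensus region shared at least 1 bp with the window from 100 bp upstream to 100 bp downstream of the TSS in 5431 of the 6002 protein-coding genes, or 90.5%. When the regions of each chromosome were rotated together by a random distance, 65.1 ± 0.61% of the windows were touched (SD over placements), and no placement gave more than 70.7%. The difference was 25.4 percentage points (one-sided permutation test, p = 0.0001, the smallest these placements can give). With Benjamini-Hochberg adjustment over the 5 main tests, on the TSS, the TTS and the RP and trehalose metabolism genes, the p-value was 0.00025. The test describes this list, since genes are not replicates of the experiment. The width of the window moved the difference most, to 16.7 percentage points with 500 bp on each side. All 5 marker genes of Fig. 7c had their whole window inside a region. RPS31 (YLR167W, chromosome XII, 498947 to 499405) lies in the region from 497236 to 506971, and RPL10 (YLR075W, chromosome XII, 282927 to 283592) in the region from 277868 to 289753. TPS1 (YBR126C, chromosome II, 488905 to 490392) lies in the region from 485765 to 497911. These 3 regions are among the longest 5%. The start of NTH1 (YDR001C, chromosome IV, 450220 to 452475) lies in the region from 451758 to 459073, and that of TPS3 (YMR261C, chromosome XIII, 790205 to 793369) in the region from 792321 to 799297. Regions covered 31.8% of NTH1 and 33.1% of TPS3. Of the trehalose metabolism genes in Fig. 8, TSL1 and PGM2 had no region in the window. The nearest region lay 744 bp from the start of TSL1 (YML100W, chromosome XIII, 70624 to 73920) and 174 bp from that of PGM2 (YMR105C, chromosome XIII, 475897 to 477606). MAL11 (AGT1, YGR289C, chromosome VII, 1073963 to 1075813), which was taken for the AGT2 of that figure and lies within 30 kb of a chromosome end, had its nearest region 2971 bp away. The paper relates the enrichment at the TSS to the role of H4K12ac in transcriptional activation. The levels at 39 °C were not analysed here, because the list carries no level for any sample.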

Notably, H4K12 acetylation levels appeared to be fully restored after 120 minutes (Fig. 7b, orange lines) while gene expression levels were not (Fig. 6a, orange lines). This result suggests that H4K12 acetylation responds more rapidly to heat stress than gene expression.

**Fig. 7:**
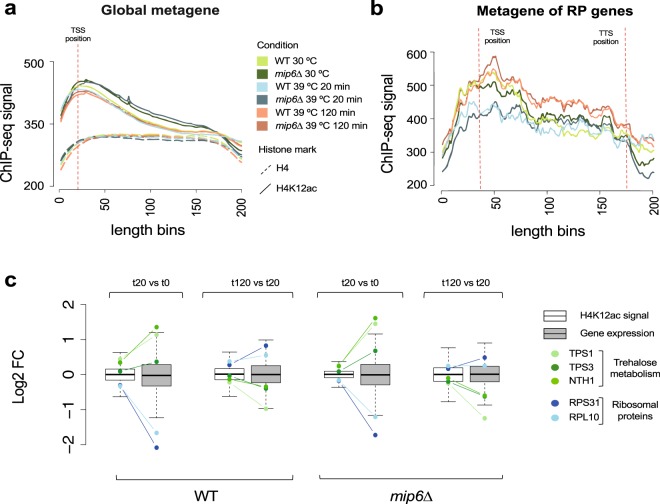
ChIP-seq data correlate with gene expression changes. (**a**) Global metagene indicates that H4K12 acetylation is mostly present at the Transcription Start Site (TSS) of genes. (**b**) Metagene analysis of RP genes reveal acetylation differences across time points. (**c**) Boxplot of log2FC values between consecutive time points for H4 and H4K12ac signals. Positions for marker RP and trehalose metabolism genes are indicated. Although signal distribution for RNA-seq is wider, positions at the data distribution for marker genes are shared between RNA-seq and ChIP-seq data.

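The share of genes with a consensus region was also followed in steps of 10 bp. At the TSS itself, 89.9% of the protein-coding genes lay in a region. The share was highest, 90.1%, at 5 steps between 40 and 120 bp downstream of the TSS, and was still 88.8% at 500 bp downstream. It fell to 59.8% at 1000 bp downstream, below the 60.9 to 62.9% that held 95% of 1000 random placements. Upstream of the TSS the share was 82.2% at 500 bp and 78.8% at 1000 bp, where many bases belong to a neighbouring gene. At the TTS, 67.2% of the genes lay in a region. In windows of 100 bp on each side, regions touched 4327 TTS, or 72.1%, which is 18.4 percentage points less than for the TSS (two-sided permutation test, p = 0.0002, the smallest these placements can give). This difference ranged from 9.33 to 26.6 percentage points over the other settings and stayed past the threshold in each. Of the TTS windows, 3423 had no TSS within 500 bp, and regions touched 59.6% of these. These shares count genes in the merged list and are not signal levels, so they cannot be read against the height of the curves in Fig. 7a.

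**Figure D4:**
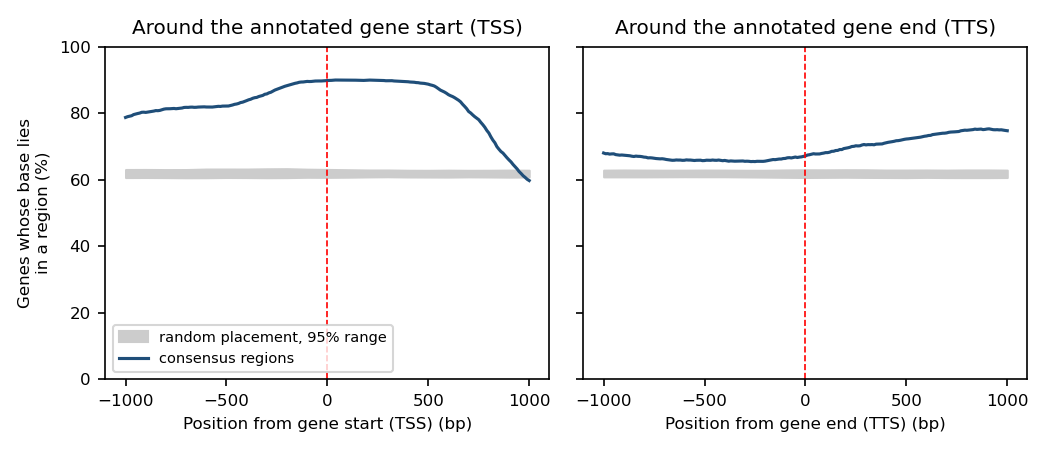
Share of protein-coding genes whose base lies in a consensus region (y axis, percent) by position in bp from the annotated TSS (left) and TTS (right), with downstream to the right. The blue line is the list and the grey band holds 95% of 1000 random placements. The line reaches 90.1% beside the TSS and is 67.2% at the TTS.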

To determine if this time-dependent heat-response pattern between gene expression and H4K12 acetylation was a general pattern we analyzed the distribution of both types of data. In particular, we obtained the mean read coverage per base at the TSS ± 100  p for the H4K12ac signal in each gene, and computed log2 fold-change values (Log2FC) of the comparison between consecutive time-points. We compared this distribution to the Log2FC of gene expression. This analysis showed that the gene expression response measured by RNA-seq (grey boxes) has a larger dynamic range than H4K12 acetylation measured by ChIP-seq (white boxes), as the distributions are broader in the former (Fig. 7c). Additionally, the transcriptional response at 0′–20′ is overall larger than that at 20’ to 120′. However, the direction of signal change at the gene-level seems to be the same for both omics layers, since the position of selected genes in the Log2FC distributions is similar for RNA-seq and H4K12ac data (Fig. 7c). This was true both for genes that are down-regulated upon heat-shock (RP genes) than for upregulated genes (i.e. trehalose metabolism genes, Fig. 7c). We concluded that a coordinated signal of H4K12ac and gene expression can be inferred from our data, although the magnitude of change in each differs, with RNA-seq data manifesting a larger dynamic range.

Figure 7c suggested that expression changes of trehalose metabolism genes in *mip6*Δ cells were larger than in WT. We therefore investigated further this pathway. We confirmed a general -although with different magnitudes- upregulation for genes members of the trehalose metabolism pathway (Fig. 8a). Interestingly, we observe the highest value always for *mip6*Δ cells under these conditions, particularly for *TSL1* and *PGM2* genes, that showed the strongest transcriptional regulation, suggesting that a heat-induced accumulation of trehalose might be larger in the *mip6*Δ versus the WT. We verified this hypothesis by analyzing trehalose levels of our metabolomics dataset (Fig. 8b). We found a strong increase of this metabolite in the treated cells and a significant higher accumulation in the mutant. The metabolomics measurement was further confirmed by an independent analysis, where we measured trehalose levels in a double mutant lacking *MIP6* and its yeast paralogue *PES4*^16^ (Fig. 8c). Finally, network analysis of gene-metabolite levels of the trehalose pathway shows a strong correlation of trehalose with genes using this metabolite either as substrate (*NTH1*, *NTH2*) and product (*TPS2*), suggesting a direct regulation of trehalose levels by these gene products (Fig. 8d).

**Fig. 8:**
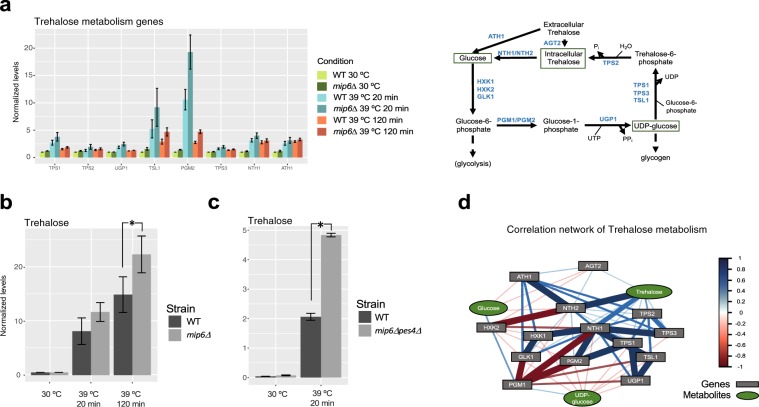
Trehalose metabolism genes and metabolites during heat-shock response. (**a**) Expression levels of trehalose metabolism genes calculated from RNA-seq at different time-points after heat shock. WT and *mip6Δ* samples are depicted in lighter and darker colors, respectively. Each bar represents the mean of four biological replicates with the s.e.m. shown as error bars. All values were normalized to the value of the WT at 30 °C. Lower panel shows a scheme of trehalose metabolism in budding yeast where genes that codify for trehalose metabolism enzymes are represented in blue and metabolites in black. (**b**) Trehalose metabolite levels in WT and *mip6Δ* cells at different time points of the heat-shock. Each bar represents the mean of four biological replicates except for *mip6Δ* 39 °C 20 minutes value, which is calculated from three replicates. Error bars represent the s.e.m. *Indicates one-tailed unpaired Student’s t-test *p*-value < 0.05. (**c**) Trehalose metabolite levels in WT and *mip6Δpes4Δ* cells under 30 °C and 39 °C 20 minutes conditions. Each bar represents the mean of three biological replicates with the s.e.m. shown as error bars. * indicates one-tailed unpaired Student’s t-test *p*-value < 0.05. (**d**) Correlation network of trehalose metabolism. Genes are showed in gray boxes and metabolites are represented using green ellipses. The color intensity and thickness of edges are proportional to the correlation values between nodes. Correlations lower than 0.5 are not showed. For network clarity, some direct associations were omitted if an intermediate node exists to infer such connection.

Taken together, this section shows a biologically consistent and coordinated signal of our RNA-seq, ChIP-seq and metabolomics datasets that agrees with previous findings. Our analysis also suggests a specific role for *mip6* in the metabolic control of the heat-shock response, further supporting the biological interest of the dataset.

## Supplementary information

Supplementary table S1

Supplementary table S2

Supplementary table S3

## Data Availability

Preprocessing scripts for each of the omics datasets are available at the Github repository (https://github.com/ConesaLab/MultiMip6).

How the deposited data were processed for this re-analysis (not part of the article)

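H4K12ac and total H4 were measured by ChIP-seq in WT and mip6Δ yeast at 30 °C and after 20 and 120 min at 39 °C. The values given beside the article's statements come from the consensus list of H4K12ac regions. The authors trimmed adapters with Cutadapt, mapped the 50 bp reads to saccer3 with Bowtie2, called peaks with Macs2 on the H4K12ac samples alone and merged the peaks of all samples with bedtools merge and default parameters. The deposited list gives positions, not counts, levels or scores, so the authors' peak threshold was kept and no stricter one could be set. It is pooled over 19 libraries, 8 of WT and 11 of mip6Δ cells. No test between strains or time points was made for that reason. Gene expression, H4 signal and metabolite levels were not analysed here.

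Reads per library were taken from Supplementary Tables S2 and S3, which name the condition of each library and not its replicate. The names carry 39 for the culture kept at 30 °C as well, with time 0, and these rows were taken as the 30 °C samples. Median depth, range and mapped share were computed by condition. Within each group of 4 libraries, the gap between the highest or lowest library and its neighbour was divided by the range of the group and compared with Dixon's critical value.

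Region starts were counted from 1. The 16 chromosome names of the list match the reference, and no region passes the end of its chromosome. Genes were the 6002 nuclear protein-coding genes of the reference annotation, whose gene start is the start of the coding sequence. It was taken as the TSS, so the true start of transcription lies further upstream. A window of 100 bp on each side was used, as in the article's analysis of Fig. 7c, and counted as touched from 1 bp of overlap. The regions of each chromosome were rotated together 9999 times (999 times for chromosome ends) for the random placement, which keeps lengths and spacing. Two-sided Fisher's exact tests compared 137 ribosomal protein (RP) genes, recognised by name, and 14 trehalose metabolism genes (those of Fig. 8, with AGT2 taken as MAL11) with all other protein-coding genes. The covered share of RP genes from start to end was compared by a two-sided permutation test with 100000 resamples. The genes named are those the article's text and Figs 6 to 8 name, those in the 3 longest regions, and the 4 genes that strain BY4741 lacks wholly or in part. Other genes named in the closing section were chosen after their values were seen. This rule and most alternatives were set before the data were examined. So were the tests, except those that the closing section names as chosen after the result was seen. The alternatives were the width of the window, the overlap required, the position of the TSS, the set of genes, the regions kept or joined, and the kind of random placement.

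Repeated sequence was measured as 50-mers that occur more than 1 time in the reference genome on either strand, since reads were 50 bp long. The paper's text does not say how reads with several matches were treated. For small RNA genes, matched positions were taken every 10 bp along the chromosomes, away from other genes that code for no protein. They were matched in bins of 100 bp up to 2000 bp from the nearest TSS, on its side, on the number of TSS within 1000 bp (none, 1 or more than 1) and on lying in a protein-coding gene. A gene needed at least 100 such positions. The placement test was checked on 100 simulated lists of 1970 regions and 6002 genes. With regions placed at random, 6 lists had a p-value under 0.05. With regions added at the TSS of 200 genes, 70 lists had a p-value under 0.05. Of 1000 random gene sets of the size of the RP set, 29 passed 0.05 in Fisher's exact test. All 1000 sets with 98% of genes touched passed, but they hold the same counts by construction, so this measures no power. For the covered share, 6 of 200 random sets passed, and all 200 sets lowered by 20 percentage points passed. A higher share, as in RP genes, was not simulated, nor a change as small as the 5.10 percentage points against genes of similar length. For matched positions, 10 of 200 unchanged sets of the size of the tRNA set passed and 6 of the size of the snoRNA set. With 50% of the untouched positions switched to touched, 200 and 171 sets passed. Each position in these sets was drawn on its own, so the rates do not cover genes that lie close together. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9 were used.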

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

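Of the tests in this part, the one on adapters, those with a distance of 1000 bp and those with matched positions were chosen after the result was seen. One H4 library of mip6Δ cells at 30 °C had a mapped share of 23.0%, far from the other libraries of its condition. The other H4 libraries had between 83.2 and 97.2%. It held 5297779 mapped reads, and the next lowest H4 library 17615616. The paper states that an H4 sample of this condition was discarded for poor sequencing. In 36 comparisons (9 groups of 4 libraries, 4 quantities each), this was the only library beyond the critical value, where chance gives about 1.8. Adapter sequence is a candidate explanation: Supplementary Table S2 gives 57% adapters for this library and at most 13.83% for the others. A low amount of DNA would also leave adapters, and no biological explanation was tested. The regions were called on H4K12ac libraries alone, so this library did not enter them.

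The article does not discuss genes for small RNAs. Regions touched 232 of 275 tRNA genes (with 100 bp on each side), or 84.4%, where random placement gave 66.5 ± 2.9% (SD over placements; one-sided permutation test, p = 0.0001, the smallest possible; adjusted p = 0.000265 over the 32 tests of this kind). Positions matched to the tRNA genes on the distance and side of the nearest protein-coding TSS were touched in 72.5 ± 2.5% of cases, against 84.3% of the 274 tRNA genes that had such positions (permutation test, p = 0.0001, the smallest possible). Among the 143 tRNA genes with no protein-coding TSS within 500 bp the share was 79.0%, above random placement (permutation test, p = 0.0011). For the 142 of these with matched positions it was 78.9%, against 60.5 ± 3.9% of those positions (permutation test, p = 0.0001). Among the 74 with no TSS within 1000 bp it was 70.3%, which was not above the 66.2 ± 5.5% of random placement (permutation test, p = 0.2666) but above the 50.6 ± 5.6% of matched positions (permutation test, p = 0.0004). The positions were not matched on nearness to a chromosome end or on repeated sequence, where regions were less frequent. This can lower their share, so they do not decide whether the TSS of neighbouring genes is the whole cause. Reads shared between copies of tRNA genes were not tested, and no biological explanation was tested.

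Of 76 snoRNA genes, 73 were touched, or 96.1%, against 67.9 ± 6.6% (permutation test, p = 0.0001, the smallest possible) and against 77.4 ± 4.6% of matched positions (permutation test, p = 0.0001). The same limit of the matched positions holds here, so they do not decide whether the TSS of neighbouring genes is the whole cause. With no TSS within 500 bp, 38 of 41 were touched, or 92.7%, against 70.5 ± 6.8% of matched positions (permutation test, p = 0.0005). Only 7 lay more than 1000 bp from a TSS, too few to decide alone, and regions touched 100% of these, against 68.3% for random placement (permutation test, p = 0.1023) and 50.9% of matched positions (permutation test, p = 0.0072). Each gene was drawn on its own in these tests, so genes close together make the p-values too small. No biological explanation was tested.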

How the results depend on the processing

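Of 70 alternative values, 13 come from settings that leave every region as it is, because all regions exceed 500 bp, no pair lies within 100 bp and all are on nuclear chromosomes. These say nothing about stability. Of the other 57, 54 have a test, and 52 of these kept their direction and their side of the threshold. For the 14 trehalose metabolism genes, keeping the side means only that the difference still did not pass, which says little about stability. The 3 without a test, on the number of regions and on depth, moved by less than the limits set for them. Overlap of 50% of the window gave the same counts as the TSS position alone, since regions and gaps are longer than the window. Regions of at least 1000 bp, regions joined within 500 bp, a pair of settings for the trehalose genes, and the setting that also leaves out the genes in the longest regions were added after the data were examined. A stricter peak threshold was not run, because the list has no scores.

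The excess of touched TSS windows over random placement ranged from 16.7 to 30.6 percentage points. Without the longest 5% of regions, the difference in touched TSS windows between RP and other genes reversed from 8.24 to -7.62 percentage points (Fisher's exact test, p = 0.0428; over the other settings the p-value was at most 0.0175). The difference in covered share went from 23.2 to 6.37 percentage points (permutation test, p = 0.0749; over the other settings at most 0.0330). Both changes follow from the construction of this setting, which counts the genes in the 99 removed regions as untouched: 41 RP genes, or 29.9%, and 14.1% of other genes. With these genes also left out, regions touched 94 of 96 RP genes and 4471 of 5040 other genes, a difference of 9.21 percentage points (Fisher's exact test, p = 0.0016). Without the genes that have any base in those regions, the difference in covered share was 24.5 percentage points (permutation test, p = 1e-05, the smallest possible). The difference for trehalose metabolism genes stayed negative and never passed the threshold (p between 0.0516 and 0.754). The number of regions was 1878 with a minimum of 1000 bp and 1921 when joined within 500 bp. The median depth of the H4K12ac libraries was 27.2 M reads sequenced and 23.6 M mapped.

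No paired analysis was possible because the list pools all libraries and carries no replicate. For the same reason no library could be left out. The deepest library held 17.6% of the mapped reads, and whether it decides the extent of the regions was not tested. WT cells at 20 min entered with 1 library.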

Differences from the paper's values

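The paper describes 4 biological replicates, and 1 H4K12ac library of WT cells after 20 min at 39 °C is listed both in the sample labels and in Supplementary Table S3. None of the alternatives set before the data were examined bears on this number. The other H4K12ac conditions had 3 or 4 libraries. The median depth of H4K12ac libraries was 27.2 M reads, or 23.6 M mapped, and that of H4 libraries was 23.8 M, or 22.2 M mapped. The paper gives around 20 M, and by the limits set here none of these depths counted as different.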

Other observations

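The tests on windows with repeated sequence, on GC content on either side of the mean, on the TATA box without the ends of GC content, on heat-shock protein genes away from repeats, on the genes the strain lacks and on RP genes in the longest regions were chosen after the results were seen. The tests of explanations on the list, 32 in all with those on small RNA genes, were adjusted together by the Benjamini-Hochberg method. All describe 1 pooled list, and genes are not replicates.

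No region touched the TSS window of 571 protein-coding genes. Of these, 32.9% lay within 30 kb of a chromosome end, against 3.48% of the touched genes. Repeated sequence may account for part of the 571 genes. The next comparison covers all genes, so it does not separate repeats from nearness to a chromosome end. Of 308 genes whose window holds 50-mers that also occur elsewhere, 269 had no region (87.3%), against 302 of 5694 genes (5.30%) with a unique window (Fisher's exact test, p = 2.59e-257). The unique window of 52.9% of the 571 genes argues against repeated sequence as the whole cause. Mean GC content differed by -0.0093 percentage points from that of the touched genes (permutation test, p = 0.960), but a mean does not show a bias on both sides. Among 5464 genes with a unique window more than 30 kb from a chromosome end, windows of untouched genes lay 0.956 percentage points further from the mean than those of touched genes (permutation test, p = 1e-05, the smallest possible). Of the 10% of these genes with the lowest GC content 8.79% had no region, of the 10% with the highest 5.78% and of those between 4.01% (Fisher's exact test against those between, p = 2.9e-06 for the lowest and 0.0559 for the highest, adjusted p = 2.32e-05 and 0.0663). GC content may therefore also account for part of the genes without a region. Low signal, the peak threshold and the amount of H4 at these genes stay open and were not tested.

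Of these 5464 genes, 256 had no region. A TATA box (TATAWAWR, where W is A or T and R is A or G) lay in the 300 bp upstream of 48.0% of these and of 27.9% of the touched genes, a difference of 20.2 percentage points (Fisher's exact test, p = 3.96e-11, adjusted p = 6.34e-10). The shares were 40.6 and 21.0% with 200 bp upstream and 53.9 and 36.8% with 500 bp. A motif of the same bases in another order (TTAAWAWR) differed by -4.02 percentage points (Fisher's exact test, p = 0.0962), which argues against AT-rich promoters as the whole cause. Without the 10% of genes at each end of GC content, the shares were 51.1 and 27.8% (Fisher's exact test, p = 2.01e-10, adjusted p = 2.14e-09). As a hypothesis, promoters with a TATA box may carry less H4K12ac or less H4 in these cultures. The list cannot separate these, since its peaks were called without the H4 samples.

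Of 17 genes named HSP with a number or SSA1 to SSA4, 6 had no region at the TSS (HSP12, HSP150, HSP32, HSP33, SSA1 and SSA3), or 35.3%, against 9.44% of other genes (Fisher's exact test, p = 0.00358, adjusted p = 0.00498). With the genes limited as above, 4 of 14 had none (28.6%), against 4.62% (Fisher's exact test, p = 0.00325, adjusted p = 0.00472), which argues against repeated sequence as the whole cause. The merged list also holds the peaks of the libraries at 30 °C, so loss of acetylated histones at 39 °C alone would leave any peaks at 30 °C at these genes in the list, which argues against it as the whole cause. What sets them apart was not tested further.

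RP genes had a region at the TSS in 135 of 137 cases (98.5%), against 90.3% of other genes (Fisher's exact test, p = 0.000187). Against only those other genes that have a standard gene name, of which 93.7% had one, the difference fell from 8.24 to 4.87 percentage points (Fisher's exact test, p = 0.0175). RPL1A (chromosome XVI, 135790 to 136443) and RPL11A (chromosome XVI, 731224 to 731748) had none. Trehalose metabolism genes had one in 11 of 14 cases (78.6%), against 90.5% (Fisher's exact test, p = 0.142). Regions covered 95.3 ± 17.7% of the length of RP genes (SD over genes) and 72.1 ± 35.3% of others, a difference of 23.2 percentage points (permutation test, p = 1e-05, the smallest possible). Most of it goes with gene length, since against 888 genes of similar length it was 5.10 percentage points (permutation test, p = 0.0330, adjusted p = 0.0407). RP genes lay in the longest 5% of regions in 29.9% of cases, and genes of similar length in 16.3% (Fisher's exact test, p = 0.000303, adjusted p = 0.000692). Both values argue against short genes as the whole cause. No biological explanation was tested.

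Regions touched more TTS windows (72.1%) than random placement gave (65.1%). The TSS of neighbouring genes may account for this, since TTS windows with no TSS within 500 bp were touched in 59.6% of cases, fewer than the 65.2 ± 0.83% of random placement, and those with one in 88.7%.

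Within 30 kb of the chromosome ends, regions covered 36.7% of the bases, against 61.3% for random placement (one-sided permutation test, p = 0.001, the smallest possible, adjusted p = 0.00178). Over positions with a unique 50-mer the share was 52.6%, against 61.6% for random placement (permutation test, p = 0.005, adjusted p = 0.00667), which argues against repeated sequence as the whole cause. No biological explanation was tested.

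LEU2, URA3 and MET17 (MET15), which strain BY4741 lacks, had no base in a region, while HIS3 was covered over its whole length. Of all protein-coding genes, 7.71% have no base in a region, and 4 genes drawn from them hold at least 3 such genes with a probability of 0.00172 (exact hypergeometric test, adjusted p = 0.00262). Random placement gave at least 3 of the 4 with p = 0.0595 (permutation test), but it ignores that regions lie on genes. The TSS windows of all 4 hold only unique 50-mers and lie more than 30 kb from a chromosome end, and drawn from such genes the probability was 0.000108 (exact hypergeometric test, adjusted p = 0.000265). This argues against repeated sequence and chromosome ends as the cause. Deletion of these genes is a candidate explanation if the cultures were of BY4741, a strain that the paper's text does not name. A TATA box lies upstream of all 4, but 4 genes drawn from the 1575 such genes with a TATA box hold at least 3 without a region with a probability of 0.000506 (exact hypergeometric test, adjusted p = 0.000952), which argues against it as the whole cause. MIP6 itself lies wholly in a region (chromosome VIII, 122587 to 139649), and 8 of the 19 libraries came from WT cells, which carry the gene.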
